A study of Homo sapiens with 22 samples. Its data were reported in "Auxin-inducible degron 2 system deciphers functions of CTCF domains in transcriptional regulation" (2023).

How the data were processed

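The samples were 22 RNA libraries from SEM cells, a human B-cell acute lymphoblastic leukemia line that carries the KMT2A::AFF1 fusion gene. In these cells the chromatin protein CTCF is fused to an auxin-inducible degron, a tag through which the protein is destroyed when an auxin is added. Cells of the AID1 system received 500 µM of the auxin indole-3-acetic acid (IAA) with 1 µg/ml doxycycline, which turns on the plant ubiquitin ligase subunit that the degron needs. Cells of the AID2 system, derived from the AID1 line, received 10 µM of the modified auxin 5-phenyl-IAA. RNA was taken before treatment (T0) and at T2, T6, T12 and T24 (2, 6, 12 and 24 h) in both systems, and at T4 (4 h) in AID2, with 2 libraries per time point (10 in AID1, 12 in AID2). All cells, untreated ones included, were given 250 µM 4-thiouridine for the last 1 h. The uridine analog enters new RNA and is read as a T>C conversion after alkylation, so that T>C reads stand for RNA made within the labelling time (nascent) and all reads for the RNA present (steady-state). No library made without 4-thiouridine was among the samples, so the rate of T>C reads from sequencing error or from the cells' own variants was not measured. The label of the treated AID1 libraries names 5-phenyl-IAA, but the series protocol, IAA and doxycycline, was followed here.

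The authors sequenced 3′-end libraries, trimmed the reads (fastp 0.19.6 is named in the submitters' notes) and counted T>C and all reads over annotated 3′ UTRs of the human genome (GRCh38.p12) with SlamDunk, collapsed to genes. They state that genes with a CPM of 10 or less were removed, but the deposited tables still list lower genes. The deposited values are log2 CPM (counts relative to the library size) with a prior count of 2, and the authors scaled the library sizes with TMM factors from edgeR 3.24.3. All 121450 values of each AID1 table and all 134964 values of each AID2 table gave back a whole number of reads within 0.01 of a read. The factors in the nascent and the steady-state table of a system were the same, and they equalled the TMM factors computed from the all-read table. A nascent change is therefore relative to the T>C total of its library, with a factor taken from the steady-state RNA, and a change in total RNA synthesis per cell cannot be read from these values. In all, 12145 genes were listed for AID1 and 11247 for AID2.

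The tests had been planned for raw counts with limma-voom. As the tables hold log2 CPM, the deposited values were instead fitted in limma 3.58.1 under R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with 1 group per time point and all libraries of a system in 1 fit. Genes with a CPM above 10 in at least 2 libraries were kept: 9882 of the AID1 and 9386 of the AID2 nascent table, and 7724 and 7219 of the steady-state tables. The rest, 2263, 1861, 4421 and 4028 genes, were left out. Each time was compared with T0 of its own system, with Benjamini-Hochberg adjustment over the genes tested at that time and a threshold of an adjusted p of 0.05. A second count used an unadjusted p of 0.05 with a log2 change of at least 1 either way. Tests are two-sided, Fisher's exact test one-sided (excess). Differences among treated times were tested with limma's moderated F-test without T0 in the contrast, and differences between systems with the interaction contrast, in 1 fit of all 22 nascent libraries over the 9150 genes kept in both. Treatments and systems were also compared by the T>C share of each library, with exact permutation tests within a system and 100000 random splits between the systems, and principal components were computed from the 3000 genes with the largest median absolute deviation.

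Gene lists, 26 in number, were written from general knowledge: MYC targets of the nucleolus and MYC targets in general, NF-κB and TNF targets, immediate-early genes, amino acid response genes under ATF4, the unfolded protein response, AHR targets, the NRF2 oxidative response, p53 targets, BCL2-family and other apoptosis genes, heat shock genes, genes of mitosis, E2F genes of S phase, cholesterol synthesis, nuclear-encoded genes of oxidative phosphorylation, interferon response genes, WNT and β-catenin genes, B-lineage genes, targets of the KMT2A::AFF1 fusion, cohesin and architectural proteins, imprinted genes, the protocadherin clusters, housekeeping genes, and markers of myeloid, T and NK, and stromal and erythroid cells. Lists with at least 4 tested members were tested with camera (limma, preset correlation of 0.01), adjusted over lists and times of a system. Camera with a correlation estimated from the data, fry (limma) and fgsea 1.28.0 served as alternatives. The gene lists, the comparisons and the rule for naming genes were chosen before the data were examined, while the main test changed once the unit was seen. The rule took, per system and time, the 3 largest nascent rises and falls past the threshold whose treated libraries both lay on 1 side of both T0 libraries and whose higher group averaged at least 20 T>C reads, the 2 largest steady-state rises and falls with at least 50 reads, the 3 largest interactions each way at T2 and T24, the genes CTCF, MYC, DDN and FGFBP2 in each comparison, and up to 4 members with the smallest adjusted p of each list discussed. Coordinates are those of the GRCh38.p14 annotation.

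A fold against a group without reads is given as a lower bound, computed with a floor of 3 reads in each library of the group. With 1 to 3 reads in a group, the ratio of depth-scaled reads is given with its 95% counting interval. A kept gene had a median of 31.7 T>C reads per library in AID1 and 42.5 in AID2, against 1314 and 998 reads in the steady-state tables. On simulated data with 200 changed genes and the spread of the real libraries, the test of T24 against T0 recovered 15% of 2-fold and 54% of 4-fold nascent changes in AID1 and 34% and 79% in AID2, while the steady-state tests recovered 100% and 96% of 2-fold changes. The false calls were 8 and 3 in the nascent tests of AID1 and AID2 (10.4% and 2.59% of the calls, above the 5% threshold in AID1) and 7 and 12 in the steady-state tests (3.38% and 5.77%), from 1 simulation each. The interaction test at T24, with changes in AID1 alone, recovered 5% and 39%, and the F-test 14% and 55% in AID1 and 36% and 78% in AID2.

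Alternatives tried were median-of-ratios factors, library sizes without factors, T>C reads scaled by the library sizes and factors of all reads, no CPM filter, a filter of 10 reads at the median depth, library weights (arrayWeights), the 4 libraries of a comparison alone, a replicate term and leaving out each library. Those written for raw counts were adapted by recomputing log2 CPM from the recovered reads. Chosen after the data had been seen were limma-voom on the recovered reads, TMM factors of the T>C reads themselves, prior counts of 0.5 and 5, a crossed replicate term (set from the values, so that calls gained with it are no evidence), a correction for the GC content of the last 500 bases of the transcript, total-read scaling of the comparison between systems and the runs without T6 replicate 1 of AID2. Replicate numbers were not used as pairs: differences between replicates correlated across times at r of -0.0107 to 0.0221 in AID1 nascent and -0.119 to 0.0856 in AID2 nascent values, and at -0.321 to 0.417 and -0.78 to 0.822 in the steady-state values. No library was a copy of another. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.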

Results

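Nascent and steady-state RNA were measured in SEM leukemia cells before (T0) and during degradation of CTCF, a protein that anchors chromatin loops. The AID1 degron was followed at T2, T6, T12 and T24 (2, 6, 12 and 24 h), and the AID2 degron also at T4 (4 h). Each time had 2 libraries, 10 in AID1 and 12 in AID2, as separate series, so system and batch differences cannot be told apart. T>C reads, which mark RNA made within the 1 h of labelling, numbered 507268 to 917357 per library in AID1 and 735369 to 1140679 in AID2. All reads numbered 24199953 to 36589259 and 20392879 to 32197586. Values are CPM as the authors scaled them, with the SD of 2 libraries after ±, and changes are log2 differences from T0 with the SE of the limma fit. The p-values measure only the spread between these libraries, since no label says that a pair of libraries came from separate cultures. Counting intervals and floors cover counting error only.

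CTCF (ENSG00000102974.16, chromosome 16, 67562526 to 67639177) comes first as the targeted gene. The degron destroys the protein, so the level of the mRNA is no check of the depletion. Nascent CTCF RNA in AID1 stood at 512.8 ± 85.9 CPM at T0, and its changes of 0.02, -0.06, -0.08 and -0.15 at the 4 treated times (SE 0.187) did not pass the test (adjusted p 0.97, 0.924, 0.86 and 0.715). MYC (ENSG00000136997.19, chromosome 8, 127735434 to 127742951), which drives growth and ribosome genes, fell 2.4-fold by T2 from 367.5 ± 33.7 to 154.6 ± 47.5 CPM (log2 change -1.27, SE 0.293, adjusted p 0.00474). At T6, T12 and T24 its nascent RNA lay 2.42-, 2.45- and 2.41-fold below T0 (adjusted p 0.00448, 0.00358 and 0.00299). Each of these MYC calls was lost without T0 replicate 1 (adjusted p 0.078, 0.0802, 0.0608 and 0.0623) and in fits of the 4 libraries of the comparison alone (0.0748, 0.0759, 0.23 and 0.0539). The T2 call was also lost without T2 replicate 2 (0.246) or with T>C reads scaled by the library sizes of all reads (0.0629). The T6 call was lost without T6 replicate 1 (0.164) and the T12 call without T12 replicate 2 (0.215).

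MRPS2 (ENSG00000122140.11, chromosome 9, 135499965 to 135504673), a protein of the small mitochondrial ribosomal subunit, had among the largest nascent falls in AID1. It fell 23.9-fold by T2, from 284.5 ± 66.2 to 11.5 ± 11.1 CPM (log2 change -4.58, SE 0.628, adjusted p 1.27e-06). ZNF185 (ENSG00000147394.18, chromosome X, 152898067 to 152973481), a LIM-domain protein of the actin cytoskeleton, had 1 T>C read over both T0 libraries and 30 and 32 at T2, a ratio of 40.8 (95% counting interval 7.06 to 1640, adjusted p 0.000362). The ratio was 74.3 (13 to 2960) at T6 and 73.2 (12.8 to 2920) at T24. FGFBP2, a secreted protein of cytotoxic lymphocytes, rose 7.09-, 8.05-, 4.65- and 6.81-fold over the 4 times (SE 0.475, adjusted p 4.99e-05, 2.28e-05, 0.00189 and 5.57e-05). EGR2, a zinc-finger factor induced by growth signals, rose 10-fold by T12 from 44.5 ± 27.6 to 429.7 ± 39.2 CPM (SE 0.281, adjusted p 1.2e-12). TOX2, an HMG-box factor of lymphocytes, rose 12.1-fold by T24 (log2 change 3.60, SE 0.585, adjusted p 2.48e-05). FBXL17, a substrate receptor of a ubiquitin ligase, fell to a ratio of 0.0133 (0.000331 to 0.0767, adjusted p 0.00116) at T24. These calls held whichever library of the comparison was left out. In fits of the 4 libraries alone MRPS2 passed and the others did not (0.0735 to 0.267), and ZNF185 at T2 and FGFBP2 at T12 did not pass with limma-voom (0.0765 and 0.169).

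TAMM41, which makes a lipid precursor of cardiolipin in mitochondria, went from 22 and 21 T>C reads to 0 in both T2 libraries, at least 11.1-fold lower with a floor of 3 reads in each library (adjusted p 0.00989), and was at least 8.81-fold lower at T24 (0.00652). CHI3L2, a secreted chitinase-like protein, rose 12-fold by T2 (log2 change 3.59, SE 0.693, adjusted p 0.00046) and 10.7-fold by T12 (0.000959). ACADSB, an enzyme of branched-chain acid breakdown, rose 11.3-fold by T2 (0.00414), and SAAL1, a gene of cell proliferation, fell 12.2-fold (0.00385). GSTA4 and CTSH, a detoxifying transferase and a lysosomal protease, were at least 6.2- and 4.68-fold higher at T6. MOB3B, a kinase regulator, was at a ratio of 0.0372 (0.00746 to 0.114) at T6 and at least 11-fold lower at T12. SLC38A5, an amino acid transporter, fell 12.6-fold by T6 and stood at a ratio of 0.0338 (0.00683 to 0.103) at T12. SLC27A5, a bile acid ligase, was at least 8.97-fold lower at T12 and CSRP2, a LIM protein of muscle, 9.22-fold higher. At T24 GDPD5, a membrane phosphodiesterase, was at least 6.47-fold higher and BOLA3, an iron-sulfur cluster factor, at least 8.31-fold lower. DDN, dendrin of neurons and kidney podocytes, did not pass at T2 (adjusted p 0.112), except with limma-voom (0.0356) or a prior count of 5 (0.0383). It was at least 10.9-fold lower at T6 (0.0143), and stood at ratios of 0.0177 (0.00044 to 0.103) at T12 and 0.0504 (0.01 to 0.156) at T24.

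Several of these calls rested on single libraries. At T2 the calls of ACADSB and TAMM41 were lost without T0 replicate 2 (adjusted p 0.198 and 0.0885) or either T2 library (0.082 and 0.162 for ACADSB, 0.0995 and 0.105 for TAMM41). That of SAAL1 was lost without T0 replicate 1 (0.0654) or T2 replicate 2 (0.237). At T6, GSTA4 and DDN lost theirs without T6 replicate 1 (0.0602 and 0.112) or 2 (0.114 and 0.115), and DDN also without T0 replicate 1 (0.132). SLC38A5 lost its T6 call without T0 replicate 2 (0.119) or T6 replicate 1 (0.197). CTSH and MOB3B lost theirs without T0 replicate 1 (0.113 and 0.0789), T0 replicate 2 (0.118 and 0.119), T6 replicate 1 (0.206 and 0.0583) or T6 replicate 2 (0.213 and 0.243). At T12 the calls of CHI3L2, MOB3B, SLC27A5, SLC38A5 and CSRP2 were lost without T0 replicate 2 (0.0583, 0.0541, 0.1, 0.0713 and 0.186). SLC38A5 lost it also without T12 replicate 2 (0.0696) and CSRP2 without T12 replicate 1 or 2 (0.0585 and 0.0777). DDN lost its T12 call without any 1 of T0 replicates 1 and 2 (0.142 and 0.0649) and T12 replicates 1 and 2 (0.0633 and 0.135). Its T24 call was lost without any 1 of T0 replicates 1 and 2 (0.211 and 0.0905) and T24 replicates 1 and 2 (0.0628 and 0.301). At T24, TAMM41 and BOLA3 lost theirs without T0 replicate 2 (0.0637 and 0.0901), and BOLA3 also without T24 replicate 1 or 2 (0.0577 and 0.0538). GDPD5 lost its call without T24 replicate 1 (0.208). In fits of the 4 libraries alone all calls of the genes from TAMM41 to DDN above were lost (0.0715 to 0.247). Limma-voom ended those of CTSH at T6 (0.0712), CHI3L2, CSRP2 and DDN at T12 (0.0625, 0.087 and 0.0529) and GDPD5 at T24 (0.053). A prior count of 0.5 ended those of DDN at T6, T12 and T24 (0.061, 0.0996 and 0.155) and of MOB3B and SLC38A5 at T6 (0.091 and 0.0601). ACADSB and CTSH were lost without the CPM filter (0.0545 and 0.072) and DDN at T12 with library weights (0.0532). DDN at T24 was lost in 12 of 17 alternatives (0.0521 to 0.301), among them median-of-ratios factors, library sizes alone, the filter of 10 reads, library weights and the GC correction.

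Of 9882 genes tested in AID1 nascent RNA, 165 rose and 236 fell by T2, 225 and 160 by T6, 218 and 301 by T12, and 271 and 413 by T24. The unadjusted p lay under 0.05 for 1587, 1581, 1860 and 1991 genes, against 494 that chance would give. Called genes changed by a median of 1.17, 1.18, 1.33 and 1.29 on the log2 scale, so smaller changes were mostly not detectable at this depth. With the unadjusted threshold and a log2 change of at least 1, the totals were 918, 934, 1192 and 1266 genes. Fits of the 4 libraries alone gave 58, 13, 4 and 51 genes. The balance of rises and falls moved with the scaling, with the GC correction and with the T0 libraries. Without T0 replicate 1 it was 164 and 134 at T2, 227 and 174 at T12 and 231 and 225 at T24, and without T0 replicate 2 it was 139 and 106, 160 and 102, and 226 and 216. Limma-voom on the recovered reads gave 169 rises and 213 falls at T6. Scaling T>C reads by the library sizes and factors of all reads shifted the median gene by 0.377, 0.301, -0.0949 and -0.0458. It gave 647 rises and 65 falls at T2, 625 and 56 at T6, and 165 and 375 at T12. Library sizes without factors gave 255 and 174 at T2, 295 and 226 at T12 and 366 and 279 at T24, with shifts of 0.117 at T2 and 0.124 at T24. TMM factors of the T>C reads gave 228 and 185 at T2, 314 and 211 at T12 and 383 and 268 at T24, with shifts of 0.119 at T12 and 0.144 at T24. Median-of-ratios factors gave 295 and 227 at T12, with a shift of 0.125 at T24. Leaving out single libraries lowered the T2 total of 401 to 245 (T0 replicate 2), 172 and 143 (T2 replicates 1 and 2). The T6 total of 385 fell to 140 and 148 (T6 replicates 1 and 2). The T12 total of 519 fell to 262 (T0 replicate 2), 319 and 312 (T12 replicates 1 and 2). The T24 total of 684 fell to 456 and 442 (T0 replicates 1 and 2), 360 and 404 (T24 replicates 1 and 2).

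**Figure D1:**
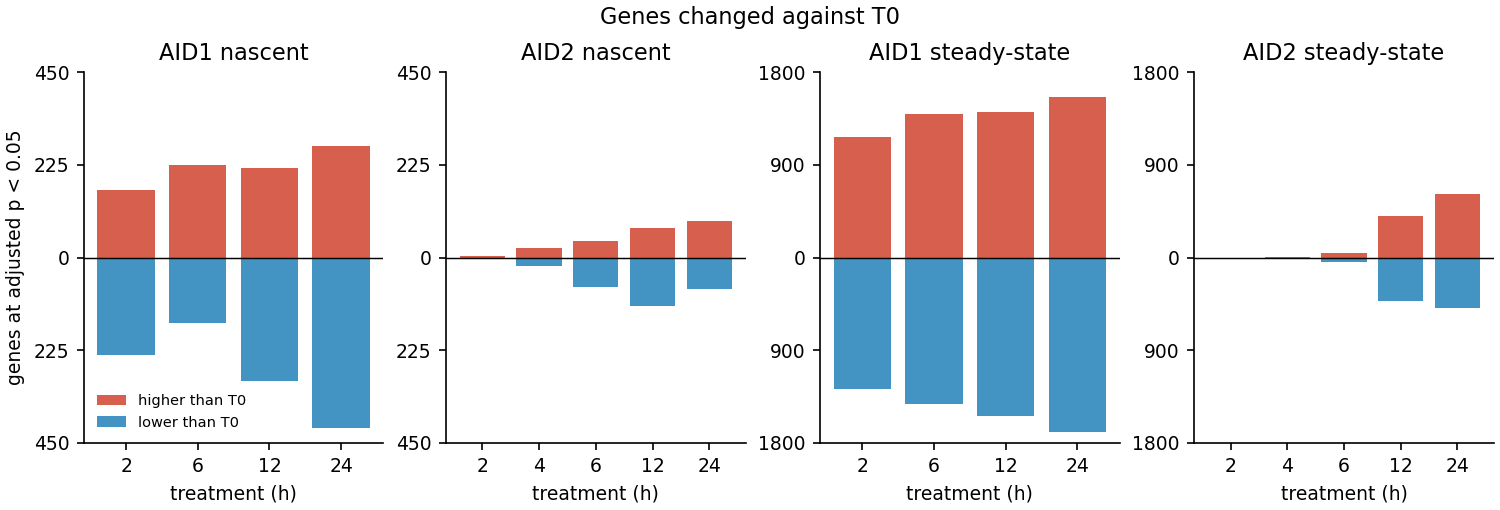
Number of genes higher (upper bars) and lower (lower bars) than at T0 at an adjusted p under 0.05, by system, RNA measure and hours of treatment, with separate axes for nascent and steady-state RNA. AID1 nascent RNA has 385 to 684 changed genes, AID2 nascent RNA goes from 3 at T2 to 189 at T12 and 166 at T24, and the balance of rises and falls flips under another scaling at T2, T12 and T24 in AID1 and at T4, T6, T12 and T24 in AID2 nascent RNA, and with library sizes alone at all 4 times in AID1 and at T12 in AID2 steady-state RNA.

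In AID1 steady-state RNA, CTCF mRNA rose 1.5-fold by T2, from 174 ± 5.94 to 262.6 ± 47.7 CPM (log2 change 0.58, SE 0.124, adjusted p 0.0027), and stayed 1.47-, 1.38- and 1.4-fold above T0 (0.00288, 0.00864 and 0.00578). The T12 and T24 calls were lost without T12 replicate 1 (0.0917) and T24 replicate 1 (0.0635). SYCE3 (chromosome 22, 50551112 to 50562919), a synaptonemal complex protein of meiosis, had 0 reads in both T0 libraries and 499 and 371 at T2, at least 125-fold higher, and at least 312-fold higher at T24. ZNF185 rose 55.1-fold and FGFBP2 30-fold by T2 (SE 0.277 and 0.163), and by T24 they stood 65- and 33-fold above T0. MRPS2 fell 11.3-fold by T2, from 87.4 to 7.67 CPM (log2 change -3.50, SE 0.221, adjusted p 5.39e-08), and DDN 11.1-, 13.4-, 16.6- and 12.4-fold over the 4 times (SE 0.524). BOLA3 fell 9.65-fold by T6. IMMP2L, a peptidase of the inner mitochondrial membrane, fell 11.9-fold by T12 and from 596 and 276 reads to 3 and 0 by T24, a ratio of 0.00275 (0.000566 to 0.00807). DIAPH2, an actin-nucleating formin, fell 14.6-fold by T24 (log2 change -3.87, SE 0.227, adjusted p 1.14e-08). MYC mRNA changed by -1.17, -1.80, -1.21 and -1.12 (SE 0.254, adjusted p 0.003, 7.82e-05, 0.00167 and 0.0025).

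Of 7724 genes tested in AID1 steady-state RNA, 1167 rose and 1275 fell by T2, 1397 and 1421 by T6, 1413 and 1535 by T12, and 1560 and 1691 by T24. The unadjusted p lay under 0.05 for 3241, 3552, 3659 and 3902 genes, against 386 by chance. The called changes were small, with medians of 0.565, 0.593, 0.604 and 0.614 on the log2 scale, and 264, 389, 475 and 573 genes passed the unadjusted threshold with a log2 change of at least 1. Scaling by library sizes without factors shifted the median gene by 0.125, 0.0341, 0.101 and 0.133. It turned the balance, with 1781 rises and 777 falls at T2, 1499 and 1199 at T6, 1889 and 1122 at T12 and 2232 and 1121 at T24. The T2 total of 2442 fell to 1520 without T2 replicate 2, the T6 total of 2818 to 1775 without T0 replicate 1 (924 rises and 851 falls), and the T24 total of 3251 to 2165 and 2095 without T24 replicates 1 and 2.

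**Figure D2:**
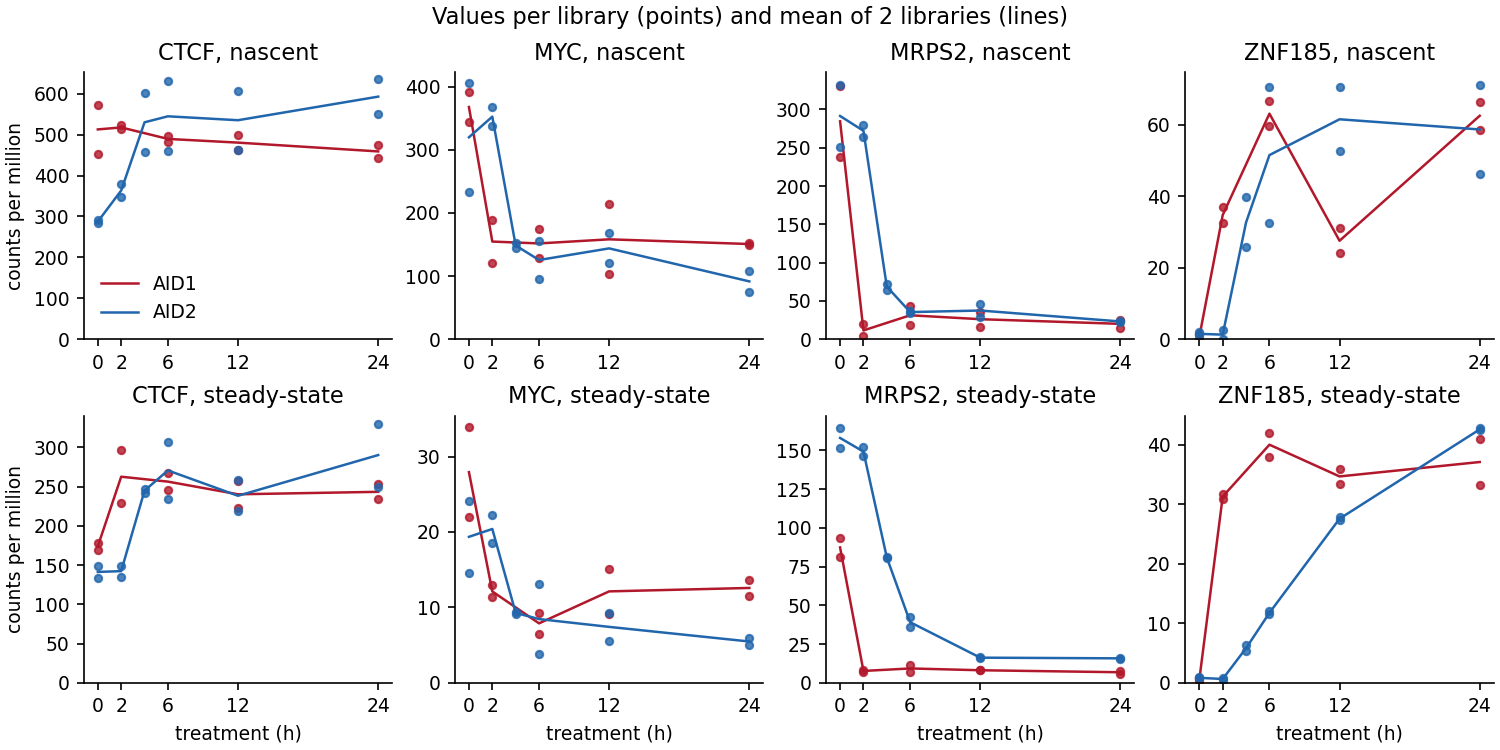
CPM of CTCF, MYC, MRPS2 and ZNF185 in nascent and steady-state RNA against hours of treatment, with 1 point per library and lines through the mean of 2 libraries for AID1 and AID2. MRPS2 nascent RNA is at 11.5 CPM by T2 in AID1, against 68.7 CPM at T4 and 23.2 CPM at T24 in AID2, while ZNF185 climbs from near 0 in both systems.

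Ribosome-building MYC targets fell together in AID1 nascent RNA. NOP56, a core protein of box C/D small nucleolar RNPs, changed by -1.11 at T2 (SE 0.173, adjusted p 1.64e-05) and RRS1, an assembly factor of the large ribosomal subunit, by -1.81 (SE 0.292, 2.57e-05). NOLC1, a nucleolar chaperone, changed by -1.82 at T24 (5.61e-07). Of 42 nucleolar MYC targets, 16, 10, 15 and 21 fell at T2, T6, T12 and T24 (23, 15, 22 and 29 adjusted over the list alone), while 0, 0, 1 and 0 rose. Their median changes were -0.948, -0.741, -0.971 and -1.01, and camera gave adjusted p of 1.04e-17, 7.39e-12, 7.89e-14 and 6.1e-17. Of 74 other MYC targets, among them RPS2, a small-subunit ribosomal protein (-1.13 at T2, adjusted p 6.9e-07), and RPLP0 of the ribosomal stalk (-1.01), 19, 13, 16 and 27 fell (30, 22, 25 and 36 adjusted over the list alone; camera 5.08e-15, 8.34e-10, 9.72e-10 and 2.28e-13). Of the 74, 1 rose each time. All 8 calls passed with an estimated correlation. Total-read scaling gave nucleolar medians of -0.557, -0.442, -1.06 and -1.06 and turned that of the others at T6 from -0.284 to 0.0352.

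Immediate-early genes, switched on by growth and stress signals without new protein, rose in AID1. EGR1, a zinc-finger factor, changed by 1.59 at T24 (SE 0.094, adjusted p 1.96e-18), KLF2, a factor of lymphocyte quiescence, by 2.42, and BTG2, an antiproliferative gene, by 1.98 at T2 (2.58e-10). Of 31 members, 8, 9, 12 and 16 rose (8, 12, 17 and 18 adjusted over the list alone) and 2, 2, 1 and 0 fell (camera 8.56e-06, 2.68e-05, 4.07e-18 and 1.66e-26). The T2 and T6 calls were lost with adjusted p = 0.103 and 0.116 with an estimated correlation. NF-κB and TNF targets rose by camera at T12 and T24, with PLAUR, the urokinase receptor, at 1.87 and GADD45B, a stress sensor, at 1.12 at T24. Of 36 members, 3 and 5 rose (7 and 8 adjusted over the list alone; camera 0.000563 and 3.58e-05), and both calls held with an estimated correlation. KMT2A::AFF1 targets, which the fusion of these cells activates, rose by camera at all 4 times, with ARID1B, a chromatin remodeler subunit, at 0.94 at T2 (4.52e-05). FLT3, a receptor kinase of blood progenitors, was at 0.70 at T2 and MEIS1, a homeobox partner of HOX proteins, at 0.94 at T24. Of 28 members, 6, 7, 5 and 4 rose and 1 fell at each time (12, 12, 5 and 4 up and 1, 2, 1 and 1 down adjusted over the list alone; camera 1.95e-08, 0.000136, 0.000563 and 0.00189). The T2 call held with an estimated correlation, and the later ones had adjusted p = 0.0685, 0.0829 and 0.0914 with an estimated correlation.

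In AID1, CDT1, which licenses replication origins, changed by -0.83 at T2, and MCM3, a subunit of the replicative helicase, by -1.15 at T24. Of 56 E2F genes, 5, 0, 6 and 8 fell (8, 3, 6 and 10 adjusted over the list alone; camera 0.000209, 0.000508, 0.0022 and 0.000306), with adjusted p = 0.0914, 0.101, 0.134 and 0.0932 with an estimated correlation. NDUFB10 of respiratory complex I changed by -0.90 and COX4I1 of complex IV by -0.92 at T2. Of 62 oxidative phosphorylation genes, 7, 4 and 8 fell at T2, T6 and T24 (14, 4 and 12 adjusted over the list alone; camera 5.58e-06, 0.00383 and 0.000602), with adjusted p = 0.0914, 0.193 and 0.158 with an estimated correlation. At T24, 1 rose. T12 did not pass (0.199). The T6 call of that list was lost with total-read scaling, which turned its medians at T2 and T6 to 0.0227 and 0.0559 and that of the E2F genes at T2 to 0.00606. PHGDH, the first enzyme of serine synthesis, changed by -0.96 and SLC3A2, the heavy chain of amino acid exchangers, by -0.81 at T2. Of 41 ATF4 genes, 4, 3 and 6 fell at T2, T6 and T12 (7, 5 and 11 adjusted over the list alone; camera 0.002, 0.00418 and 0.00161), with adjusted p = 0.0766, 0.0854 and 0.0747 with an estimated correlation. T24 did not pass (0.0898). Total-read scaling ended the ATF4 calls at T2 and T6.

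The remaining AID1 list calls were lost when the correlation was estimated. NQO1, a quinone reductase under AHR and NRF2, changed by 2.34 (adjusted p 0.0142) and TIPARP, an AHR-induced ADP-ribosylase, by 1.22 (0.0418) at T24. Of 6 AHR targets, 0 and 2 rose at T12 and T24 (2 and 3 adjusted over the list alone; camera 0.00204 and 0.00907), with adjusted p = 0.0854 and 0.103 with an estimated correlation. Of 19 NRF2 genes, 3 rose and 1 fell at T24 (3 and 1 adjusted over the list alone), with TXN, thioredoxin, at 1.53 (camera 0.0216, adjusted p = 0.144 with an estimated correlation). Of 18 p53 targets, 1, 1, 2 and 1 rose and 1, 0, 1 and 2 fell (2, 3, 5 and 2 up and 2, 0, 2 and 2 down adjusted over the list alone; camera up, 0.0405, 0.0101, 0.00881 and 0.00907), with adjusted p = 0.292, 0.193, 0.193 and 0.193 with an estimated correlation. Of 28 genes of the unfolded protein response, 4 rose at T12 and 4 at T24 (4 and 6 adjusted over the list alone; camera 0.0139 and 0.0116), among them CALR, a chaperone of the endoplasmic reticulum (0.60 at T24), with adjusted p = 0.354 and 0.352 with an estimated correlation. Cholesterol synthesis genes fell at T2 by the list test, with FDFT1, squalene synthase, the 1 of 21 past the threshold (-0.64; 1 adjusted over the list alone; camera 0.0446, adjusted p = 0.153 with an estimated correlation), a call lost with total-read scaling, which turned the median to 0.0583. Of 16 housekeeping genes, 1 rose and 2 fell at T2 (3 and 7 adjusted over the list alone; camera down, 0.0405, adjusted p = 0.193 with an estimated correlation), and the direction flipped to up with total-read scaling (median 0.0668, adjusted p 0.848).

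At T24 the other lists did not pass in AID1. AXIN2, a feedback inhibitor of WNT signalling, was at 2.74, POU2AF1, a B-cell coactivator, at 2.99 and IKZF3, a lymphoid zinc-finger factor, at -3.66. The numbers up and down were 3 and 0 of 35 WNT genes (camera 0.219), 2 and 3 of 25 B-lineage genes (0.789), 2 and 2 of 22 apoptosis genes (0.804) and 2 and 3 of 20 heat shock genes (0.9). They were 0 and 3 of 51 mitosis genes (0.998), 0 and 0 of 29 interferon genes (0.709) and 0 and 0 of 20 cohesin and architectural genes (0.52). They were 0 and 1 of 10 imprinted genes (0.9, GNAS at -0.86) and 0 and 1 of 7 myeloid markers (0.507, CEBPA at -0.82). The lists of protocadherin clusters (2 of 53 members tested), stromal and erythroid markers (3 of 19) and, in AID1, T and NK markers had fewer than 4 tested members and were not tested. In all, 39 of 92 pairs of list and time passed in AID1, 19 up and 20 down, and 13 passed with an estimated correlation. Fry called 38 and fgsea 37, of which 31 and 34 were among the 39. Fry ended all 4 calls of p53 targets, both of the unfolded protein response, oxidative phosphorylation at T6 and housekeeping genes (0.0607 to 0.127). Fgsea ended 5 calls, of p53 targets, cholesterol and housekeeping genes at T2 and AHR and NRF2 genes at T24 (0.0608 to 0.101). In each of these 39 the median, the mean and the test had the same sign.

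**Figure D3:**
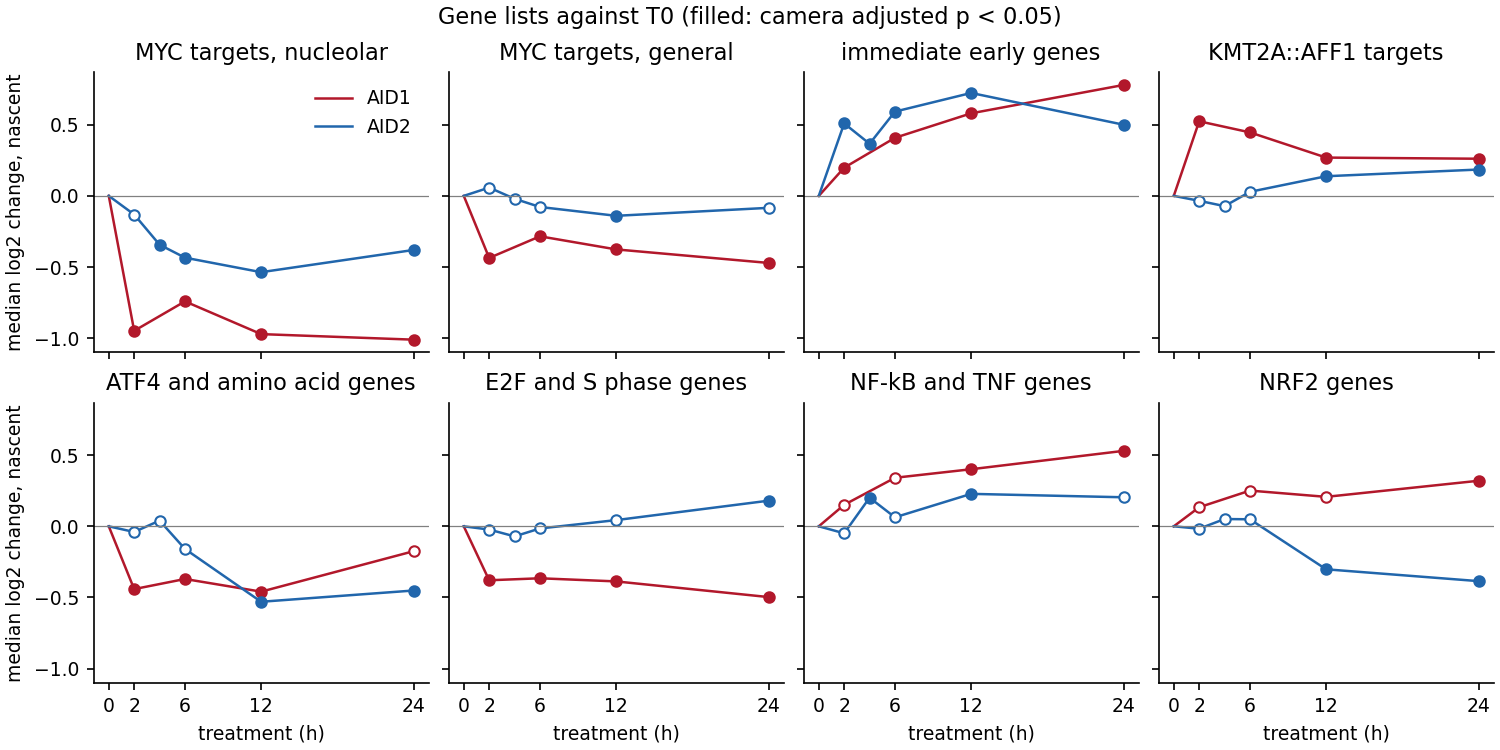
Median nascent log2 change from T0 of 8 gene lists by hours of treatment, with points filled at a camera adjusted p under 0.05. Nucleolar MYC targets lie at -0.948 by T2 in AID1 and -0.536 by T12 in AID2. Total-read scaling gives -0.557 and -0.945. It flips the sign for general MYC (T6) and E2F genes (T2) in AID1. In AID2 it flips immediate-early (T4), NF-κB and TNF (T4, T12) and KMT2A::AFF1 genes (T12). With an estimated correlation 13 of 39 AID1 and 9 of 26 AID2 list calls hold, and nucleolar MYC at AID2 T12 does not.

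Among the treated AID1 times, 53 of 9882 nascent genes differed (883 at an unadjusted p under 0.05). The genes named were chosen after their values were seen. FOS, a subunit of the AP-1 factor, changed by -0.17, 1.17 and 1.52 from T2 to T6, T12 and T24 (adjusted p 1.414e-07), and EGR1 by -0.22, 0.47 and 0.71 (1.381e-09). ZBTB20, a transcriptional repressor, changed by -1.59, -2.37 and -3.49 (0.001501). Of the 684 genes called at T24, 30 were among the 53. The count of 53 fell to 27 and 17 without T2 replicates 1 and 2 and to 33 and 32 without T6 replicates 1 and 2.

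In AID2, nascent CTCF RNA was 287.4 ± 4.28 CPM at T0 and did not pass at T2 (0.33, adjusted p 0.901). It rose 1.82-, 1.87-, 1.84- and 2.05-fold by T4, T6, T12 and T24 (SE 0.182, adjusted p 0.00811, 0.00377, 0.00288 and 0.000332), to 592.9 ± 59.5 CPM. All 4 calls were lost with total-read scaling, which gave changes of 0.42, 0.54, 0.47 and 0.93 (0.349, 0.29, 0.296 and 0.0936). The T4, T6 and T12 calls were also lost without T0 replicate 1 (0.183, 0.0775 and 0.0588). Those at T4 and T6 were lost without T0 replicate 2 (0.119 and 0.0733), and all 3 without replicate 1 of that time (0.449, 0.0516 and 0.151). The T6 call was lost also in the fit of the 4 libraries alone (0.0812). MYC was at 319.7 ± 122 CPM and did not pass at T2 (0.19, adjusted p 0.959). It then fell 2.06-, 2.5-, 2.15- and 3.36-fold (SE 0.248, adjusted p 0.0321, 0.00166, 0.00717 and 7.08e-06), to 91.6 ± 24 CPM at T24. Its T4, T6 and T12 calls were lost without T0 replicate 1 (0.704, 0.255 and 0.361). The T4 call was lost also without T4 replicate 1 or 2 (0.257 and 0.252), with median-of-ratios factors (0.0514), TMM factors of the T>C reads (0.0502) or a prior count of 0.5 (0.0523), or without the CPM filter (0.132). The T12 call was lost without T12 replicate 1 (0.19).

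JUN (ENSG00000177606.6), a subunit of AP-1, EGR1 and KLF6, a Krüppel-like factor induced by injury, were the 3 genes past the threshold at T2 in AID2. They rose 2.92-fold (log2 change 1.55, SE 0.186, adjusted p 1.57e-06), 1.83-fold (SE 0.13, 0.000143) and 1.76-fold (SE 0.145, 0.00409). None of the 3 passed with total-read scaling (0.168, 0.323 and 0.408), and KLF6 did not pass without the CPM filter (0.127). EGR1 was lost without T2 replicate 2 (0.118) and KLF6 without T0 replicate 1 (0.382), T2 replicate 1 (0.103) or T2 replicate 2 (0.303). JUN rose further, 4.08-fold by T4 and 6.09-fold by T12. MRPS2 fell 4.11-fold by T4, from 291.4 ± 57.5 to 68.7 ± 5.7 CPM (log2 change -2.04, SE 0.287, adjusted p 2.06e-05), then 7.72-, 7.49- and 11.4-fold by T6, T12 and T24. ZNF185 was at ratios of 21.1 (6.89 to 105) at T4, 36.6 (12.2 to 180) at T6, 39.4 (13.1 to 194) at T12 and 38.2 (12.7 to 188) at T24, of which the T4 call was lost with limma-voom (0.131). CNBD2, a cyclic nucleotide-binding protein of sperm, rose 7-, 6.25- and 5.2-fold by T4, T6 and T12, and KLF2 3.96-fold by T6 (SE 0.316, adjusted p 0.000131). GABARAPL1, a coat protein of autophagosomes, rose 4.92-fold by T24 (SE 0.285, 4.38e-07). GABBR2, a GABA receptor subunit, fell to a ratio of 0.0378 (0.00447 to 0.143) by T24, a call lost with limma-voom (0.0856).

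ZBTB39, a zinc-finger protein, fell 4.85-, 7.17- and 8.05-fold by T4, T6 and T12, and GALT, an enzyme of galactose use, 4.88-fold by T4. TAMM41 fell to ratios of 0.0542 (0.0109 to 0.166) at T12 and 0.0343 (0.00407 to 0.129) at T24, and COMTD1, a methyltransferase-like protein, to 0.0464 (0.00544 to 0.178) at T6. BCL3, an NF-κB cofactor, rose 5.37-fold by T24 (adjusted p 0.0173). DDN changed by -2.06, -2.38 and -1.75 at T6, T12 and T24 (SE 0.477, adjusted p 0.0169, 0.00204 and 0.0461). FGFBP2 passed at no time in AID2 nascent RNA (0.765 to 0.954). The T4 calls of GALT and ZBTB39 were lost without any 1 of T0 replicate 1 (0.343 and 0.371), T0 replicate 2 (0.291 and 0.187), T4 replicate 1 (0.309 and 0.257) and T4 replicate 2 (0.13 and 0.13). ZBTB39 lost its T6 call without T0 replicate 1 (0.0562). COMTD1 was lost without any 1 of T0 replicates 1 and 2 (0.392 and 0.326) and T6 replicates 1 and 2 (0.0672 and 0.0723), and in all in 14 of 18 alternatives (0.0505 to 0.392). Without the CPM filter GALT and ZBTB39 at T4 (0.124 and 0.103) and DDN at T6 and T24 (0.0753 and 0.13) were lost. Limma-voom ended the calls of GALT (0.0793), TAMM41 at T12 and T24 (0.0774 and 0.0653) and BCL3 (0.0856), and a prior count of 0.5 those of ZBTB39 at T4 (0.0523) and DDN at T24 (0.0601). DDN at T24 was lost also with total-read scaling (0.077) and the crossed replicate term (0.0611). TAMM41 was lost without T0 replicate 2 (0.186 at T12, 0.168 at T24) or T12 replicate 1 (0.134), and BCL3 without T0 replicate 1 (0.293) or T24 replicate 1 or 2 (0.11 and 0.203). DDN was lost at T6 without T0 replicate 1 or 2 or T6 replicate 2 (0.131, 0.336 and 0.126). It was lost at T12 without T0 replicate 2 (0.0844) and at T24 without T0 replicate 1 or 2 (0.231 and 0.34) or T24 replicate 1 or 2 (0.284 and 0.167).

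Of 9386 genes tested in AID2 nascent RNA, 3 rose and 0 fell by T2, 22 and 21 by T4, 39 and 71 by T6, 72 and 117 by T12, and 89 and 77 by T24. With limma, 514, 826, 1041, 1311 and 1161 genes had an unadjusted p under 0.05 against 469 by chance, and limma-voom on the recovered reads called 4, 62, 124, 189 and 163. Called genes changed by medians of 0.874 to 1.26, and the unadjusted threshold with a log2 change of at least 1 gave 187, 275, 371, 451 and 435 genes. Total-read scaling shifted the median gene by -0.424, -0.428, -0.342, -0.394 and -0.0996. It gave 0 calls at T2, then 3 rises and 67 falls, 6 and 89, 10 and 341, and 17 and 34. Median-of-ratios factors gave 30 and 18 at T4, 52 and 47 at T6 and 119 and 101 at T12, and library sizes without factors 75 and 105 at T24. The T2 total of 3 became 1 without T2 replicate 2 and 14 without T6 replicate 1. The T4 total of 43 fell to 20 and 14 without T0 replicates 1 and 2 and to 16 and 24 without T4 replicates 1 and 2. The T6 total of 110 fell to 28 and 22 without T0 replicates 1 and 2 (15 rises and 13 falls, and 17 and 5). The T12 total of 189 fell to 64 and 58 without T0 replicates 1 and 2 (33 rises and 31 falls, and 38 and 20) and to 106 and 71 without T12 replicates 1 and 2. The T24 total of 166 fell to 50 and 75 without T0 replicates 1 and 2 and to 79 and 69 without T24 replicates 1 and 2 (34 rises and 45 falls, and 32 and 37). Without T6 replicate 1, which lay apart from the other libraries on the second principal component, T4, T12 and T24 had 111 (45 rises and 66 falls), 389 and 291 genes, and without T6 replicate 2, T6 had 244.

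In AID2 steady-state RNA, CTCF mRNA did not pass at T2 (0.01, adjusted p 0.994) or T4 (0.79, 0.138), though T4 passed with the 4 libraries alone (0.0138) or library weights (0.0117). It stood 0.93, 0.75 and 1.03 above T0 at T6, T12 and T24 (SE 0.162, adjusted p 0.0252, 0.0153 and 0.00284), at 290.3 ± 56.7 CPM against 141.3 ± 10.6. The T6 and T12 calls were lost without T0 replicate 1 (0.21 and 0.101), T0 replicate 2 (0.129 and 0.0579) or replicate 1 of that time (0.0899 and 0.0952). The T6 call was lost also with the replicate term (0.0526) or library weights (0.0697). In the fit of the 4 libraries alone the T6 calls of CTCF, SYCE3, ZNF185, MRPS2, AARS2 and DDN (0.0949 to 0.844) and the T4 call of ZNF185 (0.069) were lost. Library weights ended the T6 calls of SYCE3 (0.104) and DDN (0.0715), and limma-voom the T24 call of BOLA3 (0.0573). ZNF185 rose 6.4-, 12.9-, 30.1- and 46.4-fold by T4, T6, T12 and T24, and SYCE3 stood at ratios of 80.6 (22 to 670), 223 (61.3 to 1840) and 636 (176 to 5260) at T6, T12 and T24. MRPS2 fell 1.95-, 4.04-, 9.68- and 9.95-fold over the same 4 times. TIGD3, a transposase-derived protein, rose 3.17-fold by T4 (adjusted p 0.00336), AARS2, the mitochondrial alanyl-tRNA synthetase, fell 2.87-fold by T6 (0.00316), and BOLA3 fell 16.5-fold by T24 (0.0107). FGFBP2 rose 5.91-fold by T12 and 11.5-fold by T24, DDN changed by -1.24, -2.67 and -2.60 at T6, T12 and T24, and MYC fell 3.4-fold by T24 (0.0335). MYC did not pass before T24, except at T6 without T6 replicate 2 (0.0174), and at T12 without T6 replicate 1 (0.00836) or with library weights (0.0308). CTCF at T4 and MYC at T6 and T12 passed with the crossed replicate term, which carries no weight, as it is set from the values. The T4 calls of ZNF185, TIGD3 and MRPS2 were lost without T4 replicate 1 (0.0514, 0.0635 and 0.0872). TIGD3 and MRPS2 were lost also without T4 replicate 2 (0.108 and 0.13) and MRPS2 without T0 replicate 2 (0.0638). SYCE3 at T6 was lost without T0 replicate 1 or 2 (0.0569 and 0.0536), and DDN at T6 without T0 replicate 1 or 2 or T6 replicate 2 (0.0569, 0.151 and 0.0517). At T24 BOLA3 was lost without T0 replicate 1 or T24 replicate 2 (0.101 and 0.0962), and MYC without T0 replicate 1 or 2 or T24 replicate 1 or 2 (0.229, 0.0522, 0.0801 and 0.165).

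Of 7219 genes tested in AID2 steady-state RNA, 0 rose and 0 fell by T2 with limma, 10 and 1 by T4, 45 and 40 by T6, 400 and 427 by T12, and 620 and 491 by T24. At T2, 235 genes had an unadjusted p under 0.05 against 361 by chance, and limma-voom also called 0, while library weights called 1. At the later times 392, 798, 1922 and 2189 genes had an unadjusted p under 0.05. Fits of the 4 libraries alone gave 0, 7, 0, 395 and 576. Library sizes alone gave 474 rises and 448 falls at T12. The T4 total of 11 fell to 3 and 3 without T0 replicates 1 and 2 and to 0 and 1 without T4 replicates 1 and 2. The T6 total of 85 fell to 16 and 12 without T0 replicates 1 and 2. The T12 total of 827 fell to 377 and 302 without T0 replicates 1 and 2 and to 406 and 310 without T12 replicates 1 and 2. The T24 total of 1111 fell to 353 and 631 without T0 replicates 1 and 2 and to 472 without T24 replicate 2.

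Immediate-early genes rose at each AID2 time. EGR1 changed by 1.69 and JUND, an AP-1 subunit, by 1.11 at T12. Of 29 members, 3, 9, 9, 14 and 8 rose (9, 12, 13, 18 and 14 adjusted over the list alone; camera 6.07e-21, 3.19e-24, 9.11e-19, 3.19e-24 and 3.15e-12), and 1 member fell at T24. All 5 calls held with an estimated correlation, and total-read scaling turned the T4 median from 0.366 to -0.0541. RRS1 changed by -1.23 and SRM, spermidine synthase, by -1.28 at T12. Of 43 nucleolar MYC targets, 0, 6, 7 and 4 fell at T4, T6, T12 and T24 (2, 18, 17 and 13 adjusted over the list alone; camera 4.74e-05, 3.15e-12, 1.07e-12 and 3.62e-11), with adjusted p = 0.226, 0.0716, 0.0716 and 0.0769 with an estimated correlation. Of 75 other MYC targets, 5 fell at T12 (11 adjusted over the list alone; camera 0.0105, adjusted p = 0.507 with an estimated correlation), and T24 did not pass (0.118). CHAC1, which breaks down glutathione, changed by -1.53 (SE 0.165, adjusted p 1.95e-08). SLC7A11, the cystine importer, changed by -1.70 and PSAT1 of serine synthesis by -1.20 at T24. Of 41 ATF4 genes, 10 and 8 fell at T12 and T24 (20 and 21 adjusted over the list alone; camera 2.25e-13 and 1.14e-17), and both calls held with an estimated correlation.

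Mitosis genes lay higher at AID2 T6 as a list, with a median of 0.311 and 0 of 51 members past the threshold in either direction (0 adjusted over the list alone; camera 2.01e-06), a call that held with an estimated correlation, though the median was -0.0442 with total-read scaling. At T12 their median was 0.146, with NUSAP1, a spindle protein, at 0.89 the 1 member past the threshold (1 adjusted over the list alone; camera 0.00648, adjusted p = 0.0716 with an estimated correlation). Total-read scaling ended that call (median -0.252). E2F genes lay higher at T24 (median 0.18), with E2F2, a factor of S-phase entry, at 0.91 (0.000468) the 1 of 56 past the threshold (1 adjusted over the list alone; camera 0.00178), which held with an estimated correlation. NQO1 changed by -1.55 at T24 (0.0175). Of 20 NRF2 genes 1 and 2 fell at T12 and T24 (5 and 3 adjusted over the list alone; camera 0.0118 and 0.000575), with adjusted p = 0.133 and 0.0716 with an estimated correlation. HSPE1, a mitochondrial chaperonin, was at -0.86 at T12, and 0 of 18 heat shock genes passed (4 fell adjusted over the list alone; camera 0.00117, adjusted p = 0.0716 with an estimated correlation). TNF, an inflammatory cytokine, was at 1.01 and CD69, an activation receptor, at 1.49 at T12. In all, 1 and 2 of 33 NF-κB and TNF targets rose at T4 and T12 (2 and 2 adjusted over the list alone; camera 0.0118 and 0.0298), with adjusted p = 0.0769 and 0.114 with an estimated correlation. Their medians were 0.201 and 0.228, and -0.194 and -0.166 with total-read scaling.

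VPREB1, the surrogate light chain of pre-B cells, was at 0.81 and IKZF1, a lymphoid zinc-finger factor, at 0.58 at AID2 T24. Of 23 B-lineage genes, 0 and 2 rose at T12 and T24 (3 and 3 adjusted over the list alone; camera 0.0247 and 0.00127), with adjusted p = 0.17 and 0.0716 with an estimated correlation. Of 28 KMT2A::AFF1 targets, 0 passed at T12 or T24 (0 and 3 rose adjusted over the list alone; camera up, 0.00513 and 0.00364), with adjusted p = 0.0716 and 0.0716 with an estimated correlation. MSMO1 of sterol synthesis was at -0.84 at T4, and 1 of 21 cholesterol genes fell (3 adjusted over the list alone; camera 0.00374, adjusted p = 0.0716 with an estimated correlation). Of 4 T and NK markers, 0 passed at T2 (1 fell adjusted over the list alone; camera 0.0182, adjusted p = 0.169 with an estimated correlation). Total-read scaling ended the calls of B-lineage genes at T12, KMT2A::AFF1 targets at both times (median -0.27 at T12) and T and NK markers. At T24 the numbers up and down were 0 and 0 of 28 unfolded protein genes (camera 0.71), 1 and 0 of 18 p53 targets (0.883), 0 and 0 of 22 apoptosis genes (0.573) and 0 and 0 of 63 oxidative phosphorylation genes (0.184). They were 0 and 0 of 28 interferon genes (0.213), 0 and 0 of 32 WNT genes (0.545) and 0 and 0 of 20 cohesin and architectural genes (0.241). They were 0 and 0 of 8 imprinted genes (0.78), 0 and 1 of 8 myeloid markers (0.476) and 1 and 0 of 16 housekeeping genes (0.749). In all, 26 of 115 pairs of list and time passed, 14 up and 12 down, each with a median and mean of the test's sign. With an estimated correlation 9 passed. Fry called 19 and fgsea 27, of which 18 and 23 were among the 26. Fry ended the calls of nucleolar MYC, NF-κB and TNF and cholesterol genes at T4, other MYC and NF-κB and TNF targets at T12, B-lineage genes at T12 and T24 and T and NK markers (0.0523 to 0.155). Fgsea ended 3 of these, NF-κB and TNF and B-lineage genes at T12 and T and NK markers (0.0585 to 0.0798).

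Among the treated AID2 times, 152 of 9386 nascent genes differed (1212 at an unadjusted p under 0.05), and 76 of the 166 genes called at T24 were among them. CHAC1, chosen after its values were seen, changed by 0.13, 0.18, -1.11 and -1.95 from T2 to T4, T6, T12 and T24 (adjusted p 8.532e-14). The count of 152 fell to 69 and 68 without T2 replicates 1 and 2 and to 101 and 71 without T24 replicates 1 and 2, and rose to 441 and 638 without T6 replicates 1 and 2.

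The systems were compared by testing the difference of their nascent changes in 9150 genes. MRPS2 differed most at T2 among the falls, -4.58 in AID1 against -0.09 in AID2 (difference -4.50, SE 0.651, adjusted p 0.00011). NQO1 differed at T24, 2.34 in AID1 against -1.55 in AID2 (difference 3.88, SE 0.65, adjusted p 0.00149), and both calls held whichever library was left out. CTCF nascent RNA differed at T24 by -1.19 (SE 0.261, adjusted p 0.0132) and did not pass at T2, T6 or T12 (0.656, 0.0799 and 0.0712). The T24 call was lost without AID1 T0 replicate 1 (0.0511), AID2 T0 replicate 1 (0.0843) or AID2 T24 replicate 2 (0.125) or with total-read scaling (0.188), and CTCF passed at T6 without AID1 T0 replicate 2 (0.0335) or AID2 T6 replicate 2 (0.0128) and at T12 without AID1 T0 replicate 2 (0.0413) or AID2 T6 replicate 1 (0.0382). MYC did not pass at T2 (-1.46, 0.0583, but 0.0482, 0.0456 and 0.0369 without AID1 T2 replicate 1, AID2 T0 replicate 1 or AID2 T6 replicate 1) or later (0.985, 0.913 and 0.658), nor did DDN (0.168, 0.522, 0.7 and 0.589). FGFBP2 differed at T2 (3.43, SE 0.829, 0.0227) and not later (0.194, 0.419 and 0.211, but 0.0319 at T6 with total-read scaling). The FGFBP2 call was lost without any 1 of the 8 libraries except AID1 T0 replicate 1 (0.0513 to 0.105).

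In all, AID1 lay above AID2 in 62, 19, 15 and 24 genes at T2, T6, T12 and T24 and below it in 108, 21, 34 and 81, with 1212, 1013, 1080 and 1269 genes at an unadjusted p under 0.05. Total-read scaling moved the median difference by 0.804, 0.643, 0.305 and 0.0539 and gave 897 above and 8 below, 445 and 1, 10 and 0, and 2 and 0, so the numbers and the balance rest on the scaling. Without AID1 T0 replicates 1 and 2 they were 130 above and 87 below, and 106 and 87, at T2, 85 and 19, and 85 and 28, at T6, and 71 and 60, and 41 and 33, at T12. At T24 they were 80 and 85 without AID1 T0 replicate 1. At T6 they were 10 and 6 without AID2 T0 replicate 1, 27 and 14 without AID2 T6 replicate 1 and 13 and 9 without the CPM filter. Library sizes alone gave 97 and 93 at T2 and 44 and 38 at T24. Without AID1 T2 replicates 1 and 2 the T2 total of 170 was 101 and 59, and without AID2 T0 and T2 libraries 53 and 76, and 53 and 64. The T6 total of 40 rose to 94 without AID2 T6 replicate 2. It fell to 11 and 23 without AID1 T6 replicates 1 and 2 and to 16 and 11 without AID2 T0 replicates 1 and 2. The T12 total of 49 rose to 90 and 74 without AID1 T12 replicates 1 and 2, and to 85 without AID2 T6 replicate 1. It fell to 18 and 13 without AID2 T0 replicates 1 and 2 and to 12 and 13 without AID2 T12 replicates 1 and 2. The T24 total of 105 fell to 16 and 51 without AID2 T0 replicates 1 and 2 and to 35 and 22 without AID2 T24 replicates 1 and 2. Among lists, nucleolar MYC targets differed by medians of -0.733, -0.244, -0.41 and -0.679 (adjusted p 1.56e-12, 0.00722, 0.00226 and 1.35e-06) and other MYC targets by -0.448, -0.211, -0.254 and -0.438 (1.21e-13, 1.27e-06, 0.000568 and 8.89e-08), of which the T6 and T12 calls were lost with an estimated correlation (0.165 and 0.128, and 0.0597 and 0.165). E2F genes differed by -0.401, -0.366, -0.475 and -0.713 (0.00048, 1.07e-05, 1.74e-05 and 2.1e-08), KMT2A::AFF1 targets at T2 and T6 by 0.495 and 0.387 (1.73e-05 and 0.00652) and NRF2 genes at T12 and T24 by 0.721 and 0.662 (0.00048 and 1.74e-05), which held. Total-read scaling turned the medians of nucleolar MYC, other MYC and E2F genes at T2 (0.043, 0.36 and 0.438) and T6 (0.4, 0.464 and 0.247) and of other MYC targets at T12 (0.0563).

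Across genes, which are not independent replicates, nascent changes in AID1 and AID2 correlated at r of 0.0245, 0.223, 0.269 and 0.253 at T2, T6, T12 and T24. Genes called in the same direction in both systems numbered 2, 35, 72 and 57. By T24 both systems had 32 shared rises, against 2.59 from independent lists (Fisher's exact test, p = 3.76e-27), and 25 shared falls, against 3.47 (Fisher's exact test, p = 1.42e-15), while 2 genes went opposite ways. The T2 count of 2 was 1 without AID1 T0 replicate 2. The T6 count was 14 and 15, the T12 count 32 and 33, and the T24 count 25 and 35 without AID2 T0 replicates 1 and 2, and the T12 count was 37 without AID1 T0 replicate 2. Steady-state changes correlated at 0.09, 0.549, 0.682 and 0.59 and shared 0, 79, 563 and 729 calls. The AID1 change at T2 correlated with the AID2 change at T12 at r of 0.719 (545 shared calls) and at T24 at 0.613 (627).

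Genes called in the same direction in nascent and steady-state RNA of 1 system, which come from the same libraries, numbered 298, 281, 357 and 517 in AID1 and 0, 5, 35, 103 and 127 in AID2. Within a system, all times share the T0 libraries, which alone made simulated changes correlate at 0.499. AID1 nascent changes at T2 and T24 correlated at 0.687, with a covariance of 0.521 against a simulated 0.215, and shared 121 rises and 150 falls where independent lists would share 4.52 and 9.86. AID2 nascent changes at T12 and T24 correlated at 0.658, with a covariance of 0.203 against 0.101, and shared 46 rises and 43 falls against 0.683 and 0.96. AID2 nascent changes at T4 and T24 correlated at 0.521, near the simulated 0.499, with a covariance of 0.142 against 0.101. Part of the excess, where there is one, may come from the shared controls, which with 2 libraries cannot be split.

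The T>C share of reads was 2.36% ± 0.398 (SD, n = 8) in treated and 2.11% ± 0.0216 (n = 2) in T0 libraries of AID1 (exact permutation test over 45 splits, p = 0.422, smallest possible 0.0222). In AID2 it was 3.52% ± 0.63 (n = 10) and 4.43% ± 0.0145 (n = 2; exact permutation test over 66 splits, p = 0.0909, smallest possible 0.0152). AID1 libraries had a lower share than AID2 libraries, a separate series, 2.31% ± 0.367 (n = 10) against 3.67% ± 0.671 (n = 12; permutation test over 100000 random splits, p = 5e-05). The adjusted p of these 3 tests were 0.422, 0.136 and 0.00015. By time, the means were 2.11%, 2.79%, 2.64%, 1.97% and 2.05% from T0 to T24 in AID1. They were 4.43%, 3.26%, 3.28%, 3.6%, 3.33% and 4.14% in AID2, so the pooled tests say little of single times. The first principal component held 20.6% of the variance of nascent values in AID1 and 18.3% in AID2.

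A group of genes chosen after the values had been seen set the systems apart in time. The 137 genes tested in both systems that changed at AID2 T24 in steady-state RNA by more than 1 on the log2 scale (adjusted p under 0.05) were 63 up and 74 down. They had slopes on that change of 0.912, 0.985, 0.983 and 1.02 at T2, T6, T12 and T24 in AID1, and of -0.0129, 0.254, 0.493 and 0.812 at T2, T4, T6 and T12 in AID2.

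**Figure D4:**
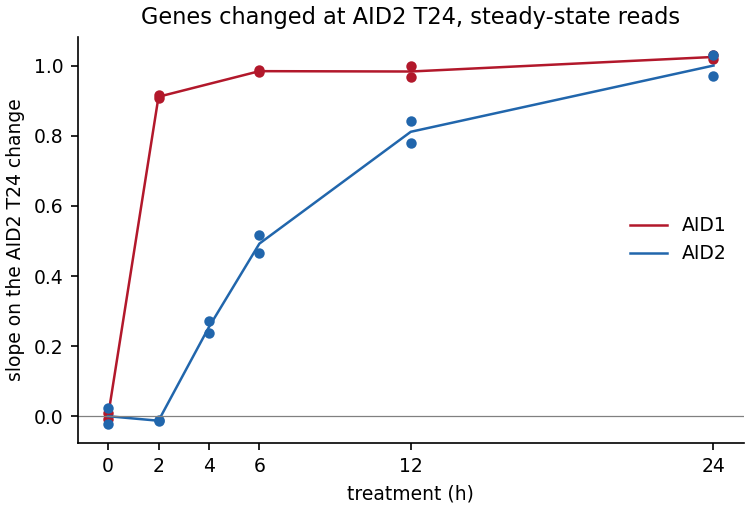
Slope of the steady-state change of each treated library on the AID2 T24 change over 137 genes, against hours of treatment, with 1 point per library. AID1 is at 0.912 by T2 and 1.02 at T24, while AID2 goes from -0.0129 at T2 to 0.812 at T12.

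Long genes were also examined after the values had been seen. ZBTB20, FBXL17, IMMP2L (chromosome 7, 110662644 to 111562492) and DIAPH2 (chromosome X, 96684842 to 97604997) are long genes that fell in AID1 by T24. The 171 tested genes longer than 400 kb had median nascent changes of 0.0949, -0.339, -0.566 and -0.595 at T2, T6, T12 and T24 in AID1, and 153 in AID2 had -0.0931, -0.0242, 0.0404, 0.0033 and 0.138 at T2, T4, T6, T12 and T24. At AID1 T24, 3 of the 171 rose and 11 fell past the threshold in nascent RNA. In AID1 steady-state RNA 11 of 105 such genes rose and 60 fell by T24. Genes shorter than 10 kb had a median of -0.265 at AID1 T2, where 29 of 1831 rose and 133 fell. At AID1 T2 total-read scaling moved the length classes by 0.355 to 0.377, which turned that median to 0.103.

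**Figure D5:**
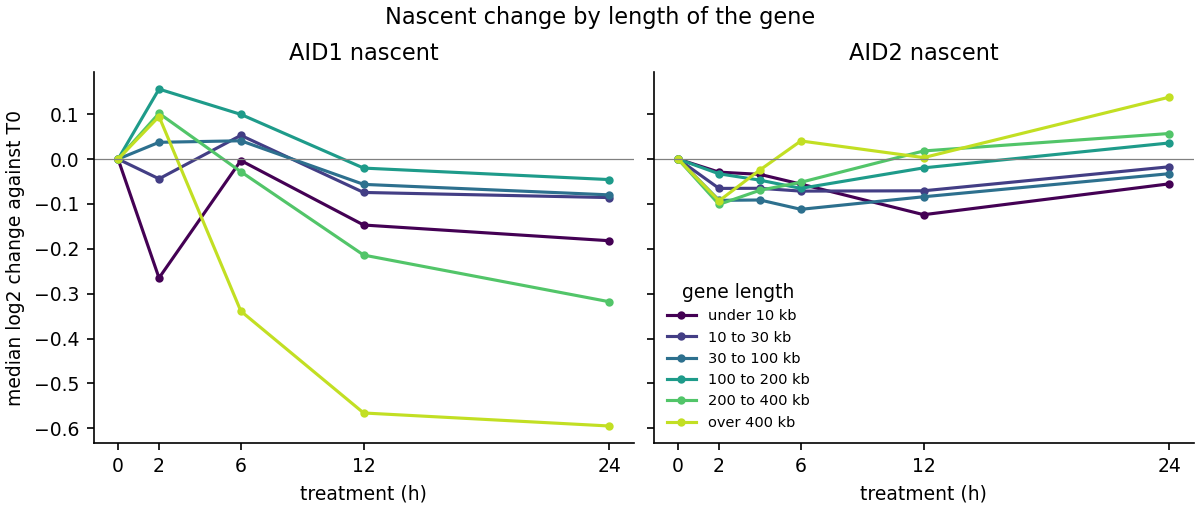
Median nascent log2 change from T0 of genes by length class, against hours of treatment, in AID1 and AID2, under the authors' scaling. Genes over 400 kb go from 0.0949 at T2 to -0.595 at T24 in AID1 and lie at 0.138 at T24 in AID2; total-read scaling flips the sign under 10 kb at AID1 T2 (0.103) and over 400 kb at AID2 T6 and T12 (-0.291 and -0.383), among others.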

Values the study reported

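The study reports 1101 changed nascent transcripts and 847 changed steady-state transcripts in AID1 cells at T2, at a p of 0.05 or less and a log2 change of at least 1 either way. It reports that the number of changed nascent transcripts in AID2 cells was highest at 12 h.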

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

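Chosen only after the result was seen were total-read scaling of the comparison between systems, the tests of genes changed at AID1 T2 and of the rise of the slope to T24, and the test of long genes from T2 to T24 in AID2.

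Nascent changes that differed between AID1 and AID2 by the test of the difference itself numbered 170 genes at T2, 40 at T6, 49 at T12 and 105 at T24, and 29 of 88 pairs of gene list and time differed, 13 of them with an estimated correlation. With total-read scaling 905, 446, 10 and 2 genes differed. At T2 the differences (AID1 minus AID2) were 3.93 for STAG1, a cohesin subunit, 3.78 for B3GALT4, a galactosyltransferase of gangliosides, 3.72 for TADA2B, an adaptor of histone acetyltransferases, and 3.43 for FGFBP2. Below 0 at T2 were MRPS2 (-4.50), SHLD3, a DNA repair protein of the shieldin complex (-3.68), and SAAL1 (-3.59). At T24 the differences were 3.88 for NQO1, 3.61 for PON2, an antioxidant paraoxonase, and 3.53 for DHX29, a helicase of translation initiation. Below 0 at T24 were FBXL17 (-3.72), TRPM2, a calcium channel (-3.44), STS, the steroid sulfatase (-3.37), and CTCF (-1.19). The calls of MRPS2 and NQO1 held whichever library was left out. STAG1 was lost without any 1 of the 8 libraries except AID1 T0 replicate 2 (adjusted p 0.0525 to 0.23), B3GALT4 without AID1 T2 replicate 2 or any 1 of the AID2 T0 and T2 libraries (0.0677 to 0.116), and TADA2B without either AID1 T2 library, AID2 T0 replicate 1 or AID2 T2 replicate 1 (0.0629 to 0.147). SHLD3 was lost without AID1 T0 replicate 1, AID1 T2 replicate 2, AID2 T0 replicate 2 or either AID2 T2 library (0.0712 to 0.13), and SAAL1 without AID1 T0 replicate 1, AID1 T2 replicate 2 or any 1 of the AID2 T0 and T2 libraries (0.0648 to 0.24). FGFBP2 (0.0513 to 0.105) and DHX29 (0.0611 to 0.328) were lost without any 1 of their 8 libraries except AID1 T0 replicate 1. PON2, TRPM2 and STS were lost without AID1 T0 replicate 2, AID1 T24 replicate 1 or any 1 of the AID2 T0 and T24 libraries (0.0653 to 0.191, 0.0654 to 0.253 and 0.0868 to 0.253). TRPM2 and STS were lost also without the CPM filter (0.0636 and 0.0694) and with library sizes alone (0.0512 and 0.06), and STAG1 without the filter (0.0537). DHX29 was lost also with the replicate term (0.0519) or without the CPM filter (0.0796), FBXL17 without either AID2 T0 library or AID2 T24 replicate 1 (0.0654 to 0.141), and CTCF without AID1 T0 replicate 1, AID2 T0 replicate 1 or AID2 T24 replicate 2 (0.0511 to 0.125). Total-read scaling ended the T24 calls of PON2, DHX29, FBXL17, TRPM2, STS and CTCF (0.119 to 0.188).

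Nascent levels differed among the treated times in 53 genes of AID1 (17 to 67 with 1 library left out) and 152 of AID2 (68 to 638), by the moderated F-test.

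Over the 137 genes changed at AID2 T24, the steady-state change of AID1 at T2 had a slope of 0.912 (95% bootstrap interval over genes, not libraries, 0.848 to 0.962) on the AID2 change. IAA or doxycycline acting apart from CTCF loss, a candidate explanation, is argued against as the whole cause by AID2 cells, which got neither: over 197 genes chosen at AID1 T2 alone, the AID2 T24 change had a slope of 0.783 (0.709 to 0.846) on the AID1 change, while an effect common to IAA and the 5-phenyl-IAA of AID2 stays open. A CTCF loss that began with the 2 h of treatment is argued against for the fallen genes as a set by turnover: the 68 had a T>C share at T0 of 2.47%, against 2.77% in 7586 other genes, a ratio of 0.893 (0.68 to 1.15), where a fall of short-lived RNA would need a ratio well above 1 (0.879, 0.639 to 1.17, less a uniform background of 0.313%, the share of the lowest 1% of genes, as the background was not measured), but it stays open for single genes such as MRPS2 (6.76%) and DDN (7.47%), among the 14 of 68 with at least 2 times the share of the others (20.8% of the others). A loss of CTCF that began before the labelled time cannot be told apart from other differences between T0 and treated cells, since the slope, which rose by 0.108 (0.0741 to 0.138) to T24, is the observation that prompted it. The study reports some CTCF loss with doxycycline alone and, in AID2 cells given AID1 drugs, no significant drop by T2. The latter bears on the treated hours only. A difference that predates the treatment was not tested.

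Genes longer than 400 kb had a median change from T2 to T24 of -0.679 (95% bootstrap interval over genes, not libraries, -0.923 to -0.54) in AID1 nascent RNA, though only 11 of 171 lay below T0 past the threshold at T24. The GC content of the 3′ end is argued against by genes of 30 to 100 kb matched on GC, next to which the long genes lay -0.493 (-0.715 to -0.382) lower. CTCF loss alone is argued against by AID2, where long genes changed by 0.211 (0.121 to 0.259) over the same hours. An effect of IAA or doxycycline on long genes, which only AID1 cells received, may be the source. It was not tested, since no library here had the drugs without the degron. The study's libraries of untagged cells given both drugs were not analysed.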

How the results depend on the processing

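Chosen only after the result was seen were limma-voom on the recovered reads, TMM factors of the T>C reads, prior counts of 0.5 and 5, the crossed replicate term, the GC correction, a common prior and total-read scaling for the comparison between systems, and the runs without AID2 T6 replicate 1. The planned edgeR and DESeq2 tests were not run, unlike limma-voom on the recovered reads.

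Over 48 main results and 484 alternatives, 308 stayed within 1.5 times the count, within the spread or on their side of the threshold, and 176 did not. Of the counts at the unadjusted threshold, 278 of 310 stayed. Named genes that passed kept their call in 2033 of 2336 alternatives and lost it in 303, with none reversed, and those that did not pass gained a call in 19 of 632. Where no construction is named below, the cause was not tested.

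Fitting the 4 libraries of a comparison alone gave 58, 13, 4 and 51 nascent genes in AID1 at T2, T6, T12 and T24, and 14, 106, 33, 302 and 330 in AID2 at T2, T4, T6, T12 and T24. In AID2 steady-state RNA it gave 7, 0, 395 and 576 at T4, T6, T12 and T24 (798 at an unadjusted p under 0.05 at T6 in the limma fit of all libraries). Scaling T>C reads by the library sizes of all reads gave 712 and 681 genes in AID1 at T2 and T6, and 0, 70, 351 and 51 in AID2 at T2, T4, T12 and T24, and the systems then differed in 905, 446, 10 and 2 genes at T2, T6, T12 and T24. Library weights gave 341 in AID1 at T12, 8, 108, 66, 381 and 286 in AID2 nascent RNA from T2 to T24, and 1, 44 and 20 in AID2 steady-state RNA at T2, T4 and T6. Median-of-ratios factors gave 5 genes in AID2 nascent RNA at T2, and the GC correction 7 at T2 and 68 at T4.

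Without the CPM filter, which adds genes with few reads, AID2 nascent RNA had 49, 119 and 103 genes at T6, T12 and T24. The treated times then differed in 22 genes in AID1 and 74 in AID2, and the systems in 22 at T6, against 66 there with library sizes alone. The replicate block gave 6 and 54 genes in AID2 steady-state RNA at T4 and T6, and no other count moved by more than 1.5 times with it. A crossed block, with replicate numbers swapped at times whose replicates differ the other way than at T0 and so set from the values, gave 1, 52, 277, 1679 and 2170 genes from T2 to T24. Limma-voom on the recovered reads gave 6 there at T4.

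Gene lists passed at 13 pairs of list and time in AID1 and 9 in AID2 with an estimated correlation. The filter of 10 reads gave correlations between the systems of 0.238 at T6 and 0.285 at T12. Steady-state in place of nascent values gave correlations of 0.09, 0.549, 0.682 and 0.59, 0, 79, 563 and 729 shared calls, and first components of 57.5% and 56.1%. The difference between the systems in T>C share was -1.89 points as a median over genes. With the unadjusted threshold, nascent and steady-state RNA shared 132, 164, 237 and 282 calls in AID1 and 10 in AID2 at T4. The first component of AID2 was 22.2% with 500 genes and 17.2% with all genes.

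Leaving out 1 library assumes that a lone library varies like the others, and gave 143 to 298, 140 to 284, 262 to 401 and 360 to 456 genes in AID1 nascent RNA at T2, T6, T12 and T24. In AID1 steady-state RNA it gave 1520 to 1881 at T2, 1775 to 2512 at T6 and 2095 to 2653 at T24. In AID2 nascent RNA it gave 1 to 14, 14 to 111, 22 to 244, 58 to 389 and 50 to 291 from T2 to T24, and in steady-state RNA 0 to 14, 12 to 71, 302 to 1173 and 353 to 1517 from T4 to T24. The treated times differed in 17 to 67 genes in AID1 and 68 to 638 in AID2, and the systems in 53 to 220, 11 to 113, 12 to 131 and 16 to 165. Correlations between the systems were -0.00417 to 0.0439, 0.185 to 0.196, 0.224 to 0.253 and 0.203 to 0.249, and shared calls 1 to 2, 14 to 29, 32 to 49 and 25 to 43.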

Other observations

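Of the tests here, the GC correction was added after the data had been seen.

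Differences between the replicates of AID2 steady-state RNA lay mostly on 1 shared axis, which held 73.7% of their variance, against 36.3% in AID1. A candidate explanation, the GC content of the 3′ end, is argued against by a share of 71.5% after the GC correction (65.9 to 76.7 when each time was left out in turn). The number of reads (r = 0.195 over the 6 pairs of replicates, -0.23 to 0.54 when each pair was left out in turn) and the T>C share (r = -0.593, -0.827 to 0.0549) cannot be told apart from other causes, as leaving out 1 of 6 pairs moves them this far. No biological explanation was tested.

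With an unadjusted p of 0.05 and a log2 change of at least 1, 264 steady-state and 918 nascent genes passed at T2 in AID1 here. Without the CPM filter 844 and 1000 passed, and with limma-voom 268 and 922. The study used limma-voom with a filter of its own. Its steady-state count lies near that without the CPM filter, and its nascent count above all of these.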
